A study of Rattus norvegicus with 10 samples. Its data were reported in "Etiology matters – Genomic DNA Methylation Patterns in Three Rat Models of Acquired Epilepsy" (2016).

How the data were processed

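Methylated DNA of the CA3 field and dentate gyrus was measured in 5 sham-operated and 5 TBI rats by methyl-capture and sequencing. Per the labels and the study's methods, DNA was fragmented, captured with a methyl-binding protein and sequenced as short single reads. Tissue of each rat was handled separately. The authors aligned reads to the rat RN4 assembly with BWA and called regions with MACS between all pairs of samples. They merged these regions with BEDTools, removed duplicate reads at the same location and deposited raw tag counts per region and sample, with no scaling for depth. The study's methods describe a later filter at the 50th percentile of the tag sum. Of the 716492 regions deposited, 715411 held at least 1 tag, and the rest held none in any sample, which such a filter would be expected to remove. Regions entered the matrix because some pair of libraries differed there, so that a library unlike the others adds regions of its own. Tag counts measure the abundance of captured DNA. They depend on CpG density, on the efficiency of capture and on the sequence of each rat as well as on methylation. Whether positions count from 0 or from 1 is not stated, and they are printed as deposited.

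Each sample was placed in its group by its treatment label, and matrix columns were matched to samples by rat number. All 10 sample columns were used (0 others were present). Rat numbers were not shared between groups, so no pairing was used. Total tags per library ranged from 13597924 to 21672940. Tested regions had a median of 28.3 tags per rat and region, and each value carries the counting error of its tags. In simulated counts for 40000 regions with the depth and dispersion of all 10 rats, 100 regions changed 1 log2 unit and 100 changed 2 log2 units. At an adjusted p under 0.05, 68% of the former and 99% of the latter were recovered, and 1.04% of unchanged regions had an unadjusted p under 0.01. The simulation drew each library from the same trend, so it does not include a library of weaker capture. Changed regions were drawn only from those with a higher mean of tags, so recovery in the weakest tested regions was not measured. In the data, 0.266% of tested regions had an unadjusted p under 0.01, so the simulated p-values do not match those of the data.

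Regions were kept where the sum of tags over samples was at or above the 50th percentile (117 tags), as in the study's methods. Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, trended dispersion, glmQLFit and glmQLFTest, no covariates). The study used edgeR's negative binomial model, for which the quasi-likelihood test is the current form. Regions with an unadjusted p under 0.01 are called, as in the study. They are given with the number expected by chance, which assumes uniform p-values. P-values were adjusted by the Benjamini-Hochberg method over all regions tested. Standard errors of log2 fold changes were derived from the F statistic. CPM values of single regions are scaled by TMM, and log2 CPM values use a prior count of 2. Library measures used log2(CPM + 0.5). Separation of the groups was tested by exact permutation of the mean distance between minus within groups. Named regions were the 5 with the smallest p in each direction, first among regions with an adjusted p under 0.05 and then among those with an unadjusted p under 0.01, whose CPM values did not overlap between groups.

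Alternatives chosen before the data were examined were DESeq2 size factors, total tags alone, loess offsets against mean abundance (span 0.3), no filter beyond 1 tag, at least 10 tags in every sample, edgeR's exact and likelihood ratio tests, the Wald test of DESeq2 1.42.0, autosomes only, other thresholds and leaving out each rat in turn. Further alternatives were chosen after seeing the data. These were the exact test with common and tagwise dispersion and no abundance trend, the adjusted deviance and robust forms of the quasi-likelihood test, and combinations with sham rat 5 left out. For each sample set, 100 splits of the rats into groups of the same sizes were refitted, with the dispersion trend estimated on 20000 regions. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for library measures and for the similarity of neighbouring regions, which was tested on simulated data first. In counts without shared variation the mean absolute r within 100 kb was 0.269, against 0.326 between chromosomes. With 400 regions planted in blocks it was 0.937, and 378 of them were found among the 500 most variable.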

Results

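Methylated DNA was profiled in the left hippocampus of adult male Sprague-Dawley rats, an outbred laboratory strain, 3 months after lateral fluid-percussion injury or a sham operation. Lateral fluid percussion is a model of traumatic brain injury (TBI) in which a pressure pulse is delivered to the exposed dura. Sham-operated rats received the anesthesia and surgery without the pulse. The tissue held the CA3 field and the dentate gyrus. DNA fragments that carried methylated CpG sites were captured with a methyl-binding protein and sequenced, so that a region with more methylation gives more read tags. There were 5 sham and 5 TBI rats, with 1 library from each. The matrix held 716492 regions of the rat RN4 assembly, with a median length of 573 bp. Libraries held between 13597924 and 21672940 tags in these regions. Mean depth was 17582530 ± 3416489 tags in sham rats (SD, n = 5) and 18216610 ± 3514510 tags in TBI rats (SD, n = 5), which did not differ (exact permutation test, two-sided, p = 0.698). After regions with a low tag sum were removed, 358249 regions were tested. These held 89.6% of all tags, with a median of 28.3 tags per rat and region.

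One sham library, that of sham rat 5, differed from the other 9. Its log2 CPM values (CPM, tag counts scaled to a common library size) correlated with those of the other rats at a mean r of 0.727 over tested regions, whereas the other 9 rats correlated with each other at between 0.849 and 0.933. Regions, not rats, are the points of these correlations. Sham rat 5 lacked tags in 0.487% of the regions, compared with 6.57% to 16.3% in the other rats. The strongest 1% of the regions took 8.15% of its tags, compared with 11.5% to 14.9% in the others. The ratio of sham rat 5 to the other rats fell by 1.39 on the log2 scale from the weakest to the strongest of 20 bins of regions. In the other rats the same change lay between -0.44 and 0.30. In every rat the weakest bin stood above the next, which may come from the filter, whose tag sum includes that rat. From the second weakest bin to the strongest, sham rat 5 fell from 0.19 to -0.67. Its depth of 18584214 tags was within the range of the other libraries. None of 9 library measures differed between sham and TBI rats (exact permutation tests, two-sided, smallest p = 0.159, adjusted p = 0.786). Values without sham rat 5 are given below beside those of all 10 rats.

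**Figure D1:**
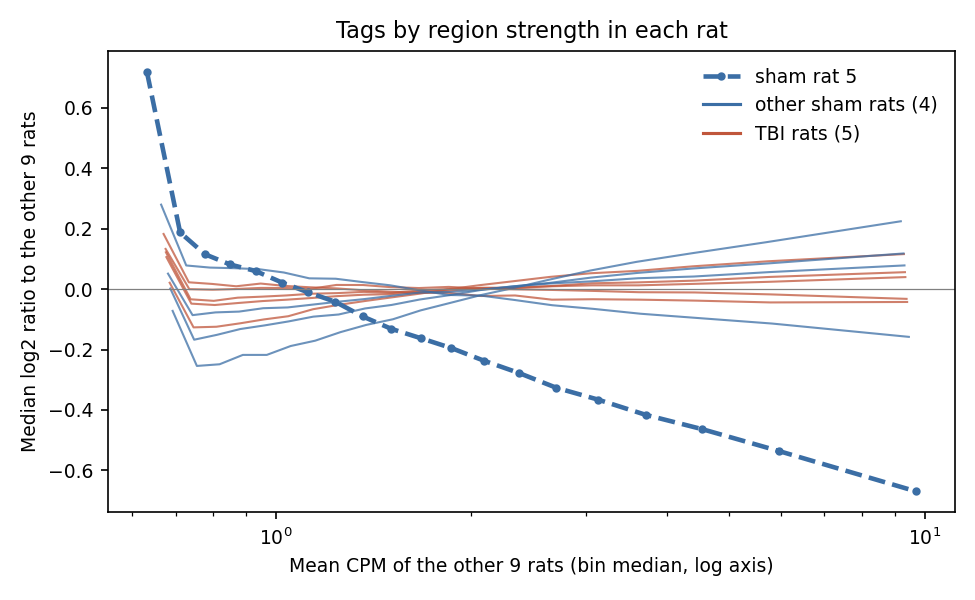
Each line is 1 rat, with the mean CPM of the other 9 rats in 20 bins of tested regions on the x axis (log axis) and the median log2 ratio of that rat to the other 9 on the y axis. The dashed line, sham rat 5, falls from 0.72 in the weakest bin to -0.67 in the strongest.

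To ask whether global methylation patterns distinguished injured from sham-operated rats, distances between libraries were compared without first selecting regions. The mean distance (1 minus Pearson r of log2 CPM) was 0.156 ± 0.0777 (SD over pairs) between sham and TBI rats and 0.162 ± 0.0939 within groups. The difference of -0.0059 did not separate the groups (exact permutation test over all 126 splits, one-sided, p = 0.651). Without sham rat 5 the distances were 0.121 ± 0.0224 between groups and 0.12 ± 0.0276 within groups, and the difference of 0.000437 also did not separate them (exact permutation test, one-sided, p = 0.373). In the alternatives that kept all 10 rats, p lay between 0.587 and 0.675 (exact permutation tests, one-sided).

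Regions were then tested individually for a difference in tag abundance between TBI and sham rats. At an unadjusted p under 0.01, 952 regions differed, which is 0.266% of the regions tested. By chance alone, 3582 regions would be expected at this threshold if p-values were uniform. The other region counts expected by chance assume the same. Splits of the same rats, described below, gave a median of 1677. Of the 952 regions, 351 had more tags in TBI rats (hypermethylated) and 601 had fewer (hypomethylated). No region reached an adjusted p under 0.05 (0 of 358249, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 8764 regions, compared with 17912 expected by chance. Values did not overlap between the groups in 1797 of the tested regions (0.502%), whereas chance gives 0.794% for 5 against 5. When total tags alone were used for scaling, the number of called regions was 949, but 51.8% of them were higher in TBI rats, compared with 36.9% under trimmed mean scaling. Among alternatives with all rats that kept the threshold, the one that moved the count most, testing all regions with at least 1 tag, gave 3824 regions, of which 17.2% were higher, with 7154 expected by chance.

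These counts moved by over 1.5 times when single libraries were left out. Without sham rat 4, 2618 regions were called, with 611 higher and 2007 lower, and without sham rat 1 there were 1555, with 470 higher and 1085 lower. Without TBI rat 3 there were 613. The count moved most with sham rat 5. Without it, 2841 of 358615 regions had an unadjusted p under 0.01, with 3586 expected if p-values were uniform. Splits of the 9 rats, described below, gave a median of 2317.5. The 2841 regions were divided evenly, with 1422 regions higher and 1419 lower in TBI rats. The common dispersion was 0.0539 with all rats and 0.0268 without sham rat 5. Of the 952 regions called with all rats, 528 were also called without it. Without this rat, 14 regions reached an adjusted p under 0.05 by edgeR's quasi-likelihood test, and all 14 were lower in TBI rats. At an unadjusted p under 0.05, 16467 regions were found compared with 17931 expected by chance.

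**Figure D2:**
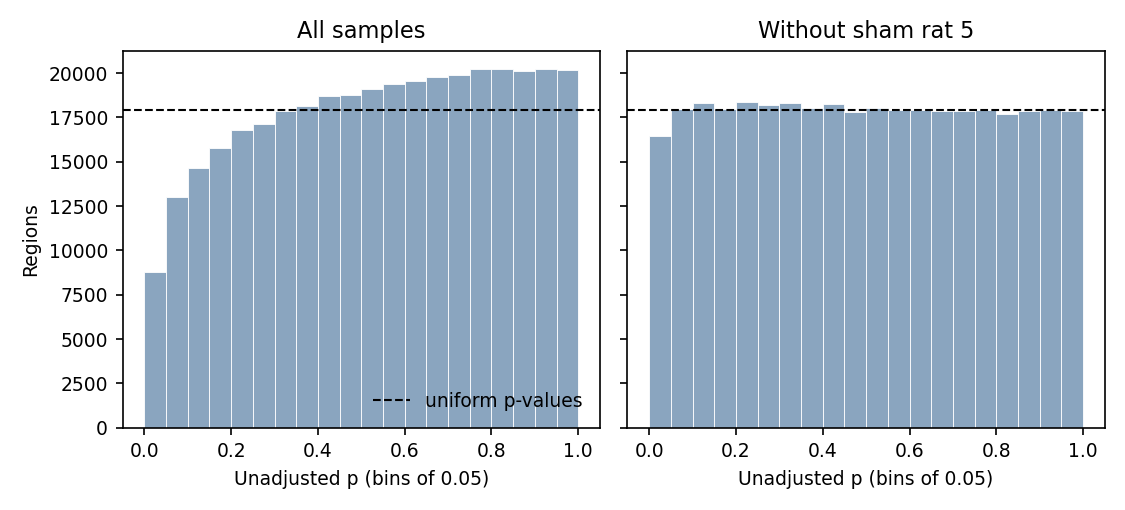
Number of regions (y axis) in bins of 0.05 of the unadjusted p (x axis), with all 10 rats on the left and without sham rat 5 on the right; the dashed line is the number per bin if p-values were uniform. With all rats the first bin holds 8764 regions, under the uniform level, and without sham rat 5 it holds 16467.

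The regions named here were chosen by a rule fixed beforehand, the 5 smallest p-values in each direction among regions whose values did not overlap between groups. Because no region reached an adjusted p under 0.05, all places were filled by unadjusted p, and each region has an adjusted p = 1 in edgeR's quasi-likelihood test. Positions are those of the RN4 assembly as the matrix gives them, and gene annotation of that assembly was not used here. The region with the smallest p among those higher in TBI rats without overlap was on chromosome 6, from 69032388 to 69033262. It had 1.11 ± 0.411 CPM in sham rats (SD, n = 5) and 2.76 ± 0.126 CPM in TBI rats (SD, n = 5), a log2 fold change of 1.28 ± 0.24 (SE) with between 10 and 57 tags per rat. On chromosome 14, from 12794080 to 12794772, the values were 0.907 ± 0.132 CPM in sham rats and 1.94 ± 0.346 CPM in TBI rats (SD, n = 5 each). The other regions higher in TBI rats were on chromosome 17 from 19164546 to 19165398 (log2 fold change 0.85), on chromosome 10 from 69816538 to 69817221 (log2 fold change 1.63) and on chromosome 9 from 105863715 to 105865440 (log2 fold change 0.67).

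Among regions lower in TBI rats whose values did not overlap between groups, the smallest p was found on chromosome 9, from 105891377 to 105892969. It had 8.64 ± 1.41 CPM in sham rats and 4.51 ± 1.04 CPM in TBI rats (SD, n = 5 each), with a log2 fold change of -0.92 ± 0.17 (SE). A further region on the same chromosome, from 106455263 to 106456752, had a log2 fold change of -1.23, and the 3 named regions of chromosome 9 spanned 593 kb. The regions on chromosome 6 from 70418030 to 70418997 and on chromosome 18 from 64603910 to 64604616 had log2 fold changes of -1.02 and -1.26. On chromosome 5, from 62291057 to 62291566, the values were 1.64 ± 0.641 CPM in sham rats and 0.155 ± 0.347 CPM in TBI rats (SD, n = 5 each). Of the TBI rats, 4 had 0 tags there and TBI rat 5 had 15 tags, so the TBI mean of this region rests on 1 library. In the other normalizations and tests the unadjusted p stayed under 0.01 in all but 1 of 60 values. Neither these alternatives nor leaving out 1 rat are a test of direction here, since the regions were chosen for small p-values and for values that do not overlap between groups.

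**Figure D3:**
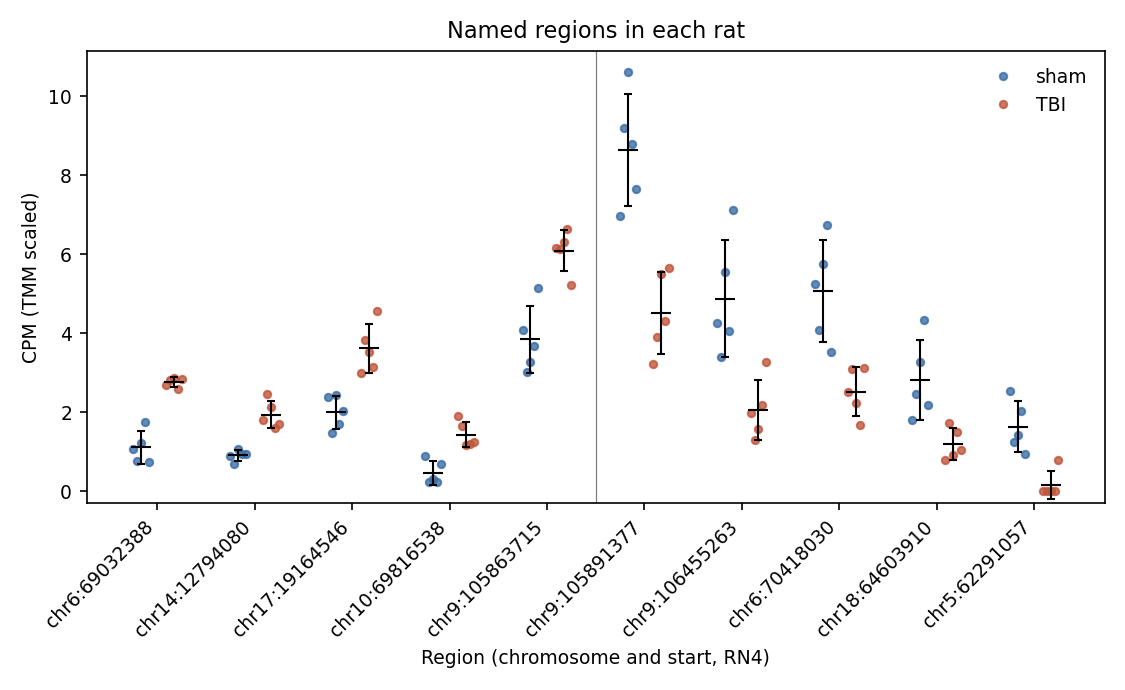
CPM (y axis) of each rat in the 10 named regions (x axis, chromosome and start); points are rats, and black bars are means with SD over 5 rats. Regions left of the vertical line were higher in TBI rats, and in each region the points of the groups do not overlap.

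The distribution of called regions over the chromosomes was compared by Fisher's exact test, for which regions are not independent replicates. On chromosome X, 16 of 2619 tested regions were called, an odds ratio of 2.33 against autosomes (95% confidence interval 1.32 to 3.81, Fisher's exact test, two-sided, p = 0.00307, adjusted p = 0.0322 over 21 chromosomes). Without sham rat 5 the odds ratio was 0.929 (Fisher's exact test, p = 0.832). It was also no longer past the threshold in any of the fits that left out 1 TBI rat. Without each of the other sham rats it lay between 2.54 and 2.85 (Fisher's exact test, p from 2.67e-10 to 0.000275). Called regions were fewer on chromosome 8, with 29 of 19593 tested (odds ratio 0.542, 95% confidence interval 0.361 to 0.785, Fisher's exact test, adjusted p = 0.0121). Without sham rat 4 this odds ratio was 0.844 (Fisher's exact test, p = 0.0699), and without sham rat 1 it was 0.61 (p = 0.000173). Without any other single rat it lay between 0.573 and 0.798 (Fisher's exact test, p from 0.00627 to 0.0362). The p-values of these fits were not adjusted over the 21 chromosomes, so whether the result stays past the threshold was not tested. The share of higher against lower regions differed on no chromosome (0 of 21 with an adjusted p under 0.05 by Fisher's exact test, and 2 of 21 with an unadjusted p under 0.05). The matrix held 43.9 regions per Mb on chromosome X, compared with 231 to 379 per Mb on the autosomes. Tags on chromosome X made up 0.739 ± 0.0716% of all tags in sham rats and 0.73 ± 0.0351% in TBI rats (SD, n = 5 each), which did not differ (exact permutation test, two-sided, p = 0.802).

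Called regions differed in abundance and length by direction. The median log2 CPM was 1.00 in regions higher in TBI rats, 0.66 in lower regions and 0.92 in regions that were not called. Median lengths were 717 bp, 928 bp and 784 bp, respectively. Without sham rat 5 the order was reversed, with a median log2 CPM of 0.56 in higher and 1.54 in lower regions and median lengths of 787 bp and 755 bp. This reversal of abundance depended on the scaling, since loess offsets on the same 9 rats gave medians of 1.09 and 1.04. The reversal of length remained under these offsets, with medians of 978 bp in higher and 688 bp in lower regions. Methylation at gene bodies, promoters and non-genic regions, and at genes that the study discussed, was not analysed here, because the gene annotation at hand was on another assembly than the matrix.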

Values the study reported

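The study reported that, after TBI, 2171 regions had lost and 2344 regions had gained methylation at p < 0.01. Its methods give 4 control and 5 TBI rats for methylation profiling in this model, and state that 5 TBI and 5 control rats were selected from the survivors.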

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

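The tests of this part on sham rat 5 were chosen after its values were seen. In 38 sets of 5 values, 18 of library measures and 20 of named regions, 4 had a sample far from the rest of its group, and chance gives about 1.9. Of the 4, 3 concerned sham rat 5.

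Sham rat 5 had a mitochondrial value of 323.6 CPM, compared with 130 CPM in the next sham rat. Its mean correlation with the other rats was 0.727, compared with 0.861 in the next sham rat. It had the highest CPM of all rats in 39.8% of all regions in the matrix, compared with 10.8% in the next sham rat. This came mostly from regions below the filter, where its share was 62%, and in tested regions it was 17.5%, compared with 11.9% in sham rat 4. A library of different depth is argued against, since its 18584214 tags are within the range of the other 9 libraries. A few regions taking most of the tags is also argued against, since the strongest 1% of regions took 8.147% of its tags, the lowest share of all rats. Weaker capture of methylated DNA is a candidate explanation. It predicts that tags shift from strong to weak regions. The log2 ratio to the other rats changed by -1.389 from the weakest to the strongest bin, beyond the range of -0.44 to 0.30 in the other rats. Part of this may come from the filter, whose tag sum includes the rat itself, as the weakest bin stood above the next in every rat. From the second weakest bin to the strongest, sham rat 5 still fell from 0.187 to -0.670, compared with 0.078 to -0.158 in sham rat 2. Weaker capture also predicts more tags from mitochondrial DNA, which capture should leave behind. These were above every other rat, but this value had itself flagged the library, so it is not a separate test. A mixture with uncaptured DNA would give the same values and was not tested separately. A biological difference of this rat stays open as untested, since it is 1 animal and its group label is shared by 4 rats without this pattern to the same degree. Of these, sham rat 2 came nearest, with a log2 ratio change of -0.44 and 11.5% of its tags in the strongest 1% of regions. Its mitochondrial value of 106 CPM was within the range of the other rats. Among the rats other than sham rat 5, mitochondrial values did not follow the log2 ratio change. TBI rat 5, with a change of -0.225, had 56.2 CPM, and sham rat 4, with a change of 0.2965, had 124.6 CPM.

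In the named region on chromosome 5 from 62291057 to 62291566, TBI rat 5 had 0.777 CPM, while the other TBI rats had 0. This value comes from 15 tags. Counting noise at these depths is argued against for regions of this kind, as 0 regions with at least 2 rats at 0 tags and at least 2 rats at 20 or more tags arose in simulated counts without differences between rats, compared with 115 in the data. Whether the injury or the inherited sequence of single rats gives this pattern could not be decided for this region. It is 1 of the 14 regions compared with sham rat 5 below. That rat had 14 tags there, or 0.7533 CPM by total tags. This lay between the levels of 1.399 CPM for sham and 0.3477 CPM for TBI that were used below. The latter was a substitute and above the TBI mean of 0.1412 CPM by total tags. Which group sham rat 5 was nearer to is thus not settled for this region, and it is 1 rat.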

How the results depend on the processing

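No paired analysis was possible because rat numbers were not shared between the groups. The gene body and non-genic comparisons, with their alternatives, were not run. Except where a value below says otherwise, the cause of a change was not tested.

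The count of regions with an unadjusted p under 0.01 (952, with 351 higher and 601 lower in TBI rats) stayed within 1.5 times under DESeq2 size factors, total tags alone, loess offsets, at least 10 tags in every sample, edgeR's exact test, the DESeq2 Wald test and autosomes only, with between 741 and 1330 regions. It was 3824 with no filter beyond 1 tag (658 higher, 3166 lower), where more regions were tested, and 1520 by the likelihood ratio test, with 1002 lower. At p under 0.001 it was 38. Leaving out 1 rat at a time gave from 613 to 2841 regions, from 259 to 1422 higher and from 354 to 2007 lower. The highest totals came without sham rat 5 (2841) and without sham rat 4 (2618), and the latter had 23.3% higher regions. No setting with all rats gave as many as uniform p-values would at its own number of tests.

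Regions with an adjusted p under 0.05, 0 with all rats, numbered 4 by the exact test and 4 by the likelihood ratio test, and 0 at an adjusted p under 0.1. They numbered from 0 to 14 when 1 rat was left out, 14 without sham rat 5 and 1 each without sham rat 4 and TBI rat 5. The 4 regions, the same by both tests, were on chromosome 2 from 254775499 to 254776500, on chromosome 6 from 69032388 to 69033262 and from 71662437 to 71663129, and on chromosome 9 from 105891377 to 105892969. The first of these was also the 1 found without sham rat 4, and the named region of chromosome 5 was the 1 found without TBI rat 5. Those on chromosome 2 and on chromosome 6 from 71662437, which the rule for named regions does not cover, are given after their values were seen.

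Settings chosen after seeing the data were as follows. The adjusted deviance form of the quasi-likelihood test gave 960 regions (398 higher, 562 lower) and robust shrinkage gave 864 (349 higher, 515 lower), both with 0 at an adjusted p under 0.05. The exact test without an abundance trend gave 1880 regions (650 higher, 1230 lower, 4 with an adjusted p under 0.05). With sham rat 5 left out, it gave 4835 (2699 higher, 2136 lower, 32 adjusted), the exact test with the trend gave 3095 (1541 higher, 1554 lower, 26 adjusted) and loess offsets gave 3104 (1487 higher, 1617 lower, 18 adjusted).

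The separation of the groups was not past the threshold under any alternative. Its sign reversed without each sham rat, and it lay between -0.0197 and 0.0126 when 1 rat was left out (0.0105, 0.00105, 0.00815, 0.0126 and 0.000437 without sham rats 1 to 5). The difference in chromosome X share of tags lay between -0.0318 and 0.00799 percentage points when 1 rat was left out, with the sign reversed without sham rat 3 (0.00506), sham rat 4 (0.00799) and TBI rat 5 (0.00399), and was never past the threshold. The odds ratio of called regions on chromosome X was 0 at p under 0.001, 1.7 with at least 10 tags in every sample and from 0.669 to 2.85 when 1 rat was left out, with 0.929, 0.669 and 0.998 without sham rat 5, TBI rat 3 and TBI rat 5. Median log2 CPM of lower regions moved most with no filter, to -1.52, where weaker regions were tested.

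With all rats, changes of 1 log2 unit were recovered in 68 of 100 simulated regions at an adjusted p under 0.05, and in 80 of 100 with the dispersion of the 9 rats without sham rat 5. No simulation varied the depth, so its share in this limit was not tested. Changed regions were drawn only from those with a higher mean of tags, so recovery was not measured in the weakest tested regions.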

Other observations

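All tests of this part were chosen after the results they bear on were seen, except the clustering of other splits and the simulated counts for regions without tags.

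With all rats, 601 regions were lower in TBI rats. That is lower than the value quoted from the study above. There were 351 regions higher in TBI rats. That is lower than the value quoted from the study above. The study's methods name fewer sham libraries than the matrix holds and do not say which was left out. With sham rat 5 left out and the exact test without an abundance trend, 2136 regions were lower and 2699 higher, both within 1.5 times of the quoted values. These are 4835 of 358615 regions, with 3586 expected from uniform p-values. In simulated counts, however, this test gave an unadjusted p under 0.01 in 1.61% of unchanged regions. The counts may therefore not exceed what the test gives without a difference. No other sham rat was left out under this test. Whether the study left out that rat could not be determined here.

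Many splits of the same rats gave as many regions as sham against TBI. In the following counts of splits the real one is included. Of 100 splits of the 10 rats into 5 and 5, 67 gave at least as many regions with an unadjusted p under 0.01 as the real one. For regions with an adjusted p under 0.05 the comparison says nothing, since the real split gave 0 and all 100 splits must reach that. At least 1 such region was found in 13 of the 100 splits, with up to 4032. Some groupings of the rats other than sham against TBI thus gave more such regions. In these refits the real split gave 954 regions with an unadjusted p under 0.01. The splits ranged from 459 to 31376, with a median of 1677. Without sham rat 5, 43 of 100 splits gave as many regions with an unadjusted p under 0.01. The real split gave 2836 there, and the median was 2317.5. At an adjusted p under 0.05, 13 of 100 gave as many as the 14 of the real split. At least 1 such region was found in 80 of these 100 splits, with up to 1821. Thus the counts at an unadjusted p under 0.01, and the adjusted count without sham rat 5, do not exceed what a split unrelated to injury may give. An effect of injury of the size of the differences between rats stays open.

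Complete-linkage clustering of z-scores of called regions parted sham from TBI rats. The regions had been selected by that same contrast. When splits were clustered on the regions called for each of them, 93 of 100 splits, the real one included, parted into their own groups. This clustering may therefore be given by the selection alone, and it carries no weight beyond the count of regions.

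Regions with the smallest p lay close together. Of the 50 regions with the smallest p with all rats, 14 had another within 1 Mb, compared with a median of 2 in random draws of 50 tested regions, and 1 of 10000 draws had as many (p = 0.0002, one-sided permutation test by random draws). Without sham rat 5 it was 21 of 50, which 0 of 10000 draws reached. Most of these, 11 regions, lay on chromosome 17 between 72209068 and 72502421, and all 11 were lower in TBI rats. They were singled out after their values were seen. Random placement is thus argued against. A candidate explanation is inherited sequence differences, which outbred rats share along stretches of chromosome and which can add or remove CpG sites or the alignment of reads. It predicts that neighbours vary together between rats irrespective of group. Among the 500 regions that varied most between rats within groups, absolute correlations within 100 kb averaged 0.805, compared with 0.36 for pairs on different chromosomes. The average was 0.721 between 100 and 500 kb, 0.524 between 1000 and 2000 kb and 0.356 between 5000 and 10000 kb. Randomly chosen regions had 0.327 within 100 kb and 0.331 between chromosomes. Regional methylation that differs between individual rats would give the same values, and no genotype was used here, so the 2 stay open. Injury as the whole cause cannot be told apart for these regions. The 14 regions with an adjusted p under 0.05 without sham rat 5 were compared with that rat. It was nearer to the TBI level in 11, including all 7 on chromosome 17. Sham and TBI levels were meant to be read from its own CPM in tested regions of similar mean. Where the TBI mean was 0.4644 CPM or lower, however, the TBI level was a single substitute, 0.3477 CPM. This held for some of the regions on chromosome 17, so part of the count of 11 rests on the substitute. The comparison also rests on 1 rat, and linked regions are not independent.

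Some regions had no tags at all in some rats. In 115 regions, at least 2 of the 9 rats other than sham rat 5 had 0 tags and at least 2 had 20 or more. Counts simulated for all 716492 regions with no difference between rats gave 0 such regions, so counting noise is argued against. Rats of both groups lacked tags in 90 of the 115 regions, which argues against injury as their whole cause. A deletion that reaches into the next region within 5 kb is argued against for most neighbours tested. In these 152 neighbours the rats without tags had a median of 0.796 times the CPM of the rats with tags (lower quartile 0.157). Neighbours were not counted per region, and a deletion that ends before the next region was not tested. In 36 of these 152 neighbours the ratio was under 0.1, and there a deletion stays open. In 1 region, on chromosome 6 from 71662437 to 71663129 and chosen after its values were seen, all TBI rats and sham rat 5 had 0 tags, while the other sham rats had between 2 and 98 tags. Among the 4 other sham rats its mean was at least 17.6-fold higher than in TBI rats. A local sequence variant may give such a pattern, which sequencing of uncaptured DNA of the same rats would test.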
